A study of Mus musculus with 10 samples. Its data were reported in "Combined deletion of Glut1 and Glut3 impairs lung adenocarcinoma growth" (2020).

How the data were processed

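The series profiled lung tumours of KP and KPG1 mice by RNA sequencing of polyadenylated RNA. KP mice carry, among other alleles, floxed copies of Trp53, and KPG1 mice carry in addition floxed copies of Slc2a1, the gene of the glucose transporter Glut1. Cre recombinase, which cuts out floxed exons, was delivered into the airways with an adenovirus whose promoter is active in cells positive for CC10, a marker of the secretory club cells of the bronchioles. Per the labels, tumours were taken 20 weeks and 1 day after initiation, dissociated to single cells and depleted of immune cells with magnetic beads against CD45. Each of the 10 libraries was assigned to its group, KP control or KPG1 Glut1-KO, from its label, which gave 5 libraries per group. The genotype label of the controls reads as heterozygous for the floxed allele, whereas the description of the design speaks of wild-type Glut1. The study's methods state that controls of both kinds were used. All 5 controls were labelled male. Of the Glut1-KO libraries, replicates 1 to 3 were labelled female and replicates 4 and 5 male, so sex and genotype were partly confounded. The deposited names carry a second number that may stand for the mouse, although no label says so. The 5 control libraries carried 2 such numbers (replicates 1, 2 and 5 shared one and replicates 3 and 4 the other), the 5 Glut1-KO libraries carried 4 (replicates 4 and 5 shared one), and 0 numbers were shared between the groups.

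The authors prepared stranded mRNA libraries, sequenced them as single-end reads on a NextSeq instrument, trimmed adapters with Cutadapt and aligned the reads to the mouse genome build mm10 with HISAT2. The counting tool, its use of strand and the annotation release were not stated. The deposited count files hold raw read counts per Ensembl gene, 1 library per file, for 39017 genes, with no normalization and no row for unassigned reads. A second deposited table repeats these counts with gene symbols, and its 10 columns equalled the 10 single files gene by gene. A further deposited table holds log2 values. In each of its 10 columns these log2 values differed by a constant from log2(count + 0.5), as in the authors' stated scheme of TMM scaling (edgeR) followed by voom (limma), with no gene left out. The 37 genes with mitochondrial symbols had 0 counts in all libraries, so mitochondrially encoded transcripts of oxidative phosphorylation were not analysed here. Gene positions, biotypes, exon lengths and GC content came from GENCODE release M21 on GRCm38, the assembly that mm10 names, in which 37607 of the 39017 gene identifiers (96.4%) were found.

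Counts as deposited were analysed with R 4.3.3. Genes were kept by edgeR 4.0.16 filterByExpr with the group (minimum count 10, minimum total 15), which left 15922 genes. Counts were scaled by TMM, transformed with voom (prior count 0.5) and fitted with limma 3.58.1 (lmFit, eBayes) with the group as the only term. The study's methods name TMM, voom and limma too, state no terms of the model, and filtered genes by TPM instead. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Levels are given as TMM-scaled CPM (counts per M) with the SD over the libraries of a group. For single genes and list scores a 2-sided exact permutation test over all 252 assignments of the 10 libraries to 5 and 5 was added, and the smallest p it allows is 0.00794. These p-values treat the libraries as independent, which would not hold if libraries sharing a name number came from 1 animal.

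The 6 gene lists (bile acid metabolism, PPARα targets, oxidative phosphorylation, peroxisome, glycolysis and lamellar body) were written from memory of the public collections, because no copy of the collections was used here, and their membership was not compared with the published sets. Oxidative phosphorylation genes were entered under older and newer symbols. Each list was tested by preranked gene set enrichment analysis (GSEA, fgsea 1.28.0) on the limma statistic with weight 1 and 100000 gene permutations, 2-sided, and by the exact permutation test of its score, the mean over its genes of standardized log2 CPM per library. Benjamini-Hochberg adjustment ran over the 6 lists. Gene permutations ignore the correlation between genes of a list, whereas permutations of libraries keep it. The 21 bile acid genes that the study displayed were chosen by the study on these and other libraries and are not independent evidence. Further lists for club cells, ciliated cells, alveolar type 1 (AT1) cells, endothelial cells, fibroblasts, immune cells, erythroid cells, proliferation, stress of dissociation, glucose transporters and sex-linked genes were fixed before the data were examined, as were the groups, the tests and all but 1 of the alternatives listed below. A list of 20 pan-leukocyte genes was written later, before the values of its genes were seen.

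The genes named were chosen by a rule fixed before the data were examined: Slc2a1 and Slc2a3, any other glucose transporter past the threshold, the sex-linked genes, up to 5 autosomal genes per direction past the threshold or, where none passed, the 3 with the smallest unadjusted p in that direction, and at most 3 genes with the smallest p per list. Slc5a1, Trp53 and single genes of the marker lists lie outside this rule and were named after their values were seen.

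Totals ran from 35.3 to 49.8 M counts per library (M, mega), so a gene at 1 CPM rested on about 35.3 to 49.8 reads before scaling. The scripts were tested on simulated counts for the 15922 genes, with 200 genes changed. Of 200 genes changed 2-fold, 82 (41%) were called, with 3 calls among unchanged genes. Of 200 changed 4-fold, 176 (88%) were called, with 8 calls among unchanged genes. A simulated list of 70 genes shifted by 0.3 on the log2 scale reached an NES of 2.63 and an exact permutation p of 0.0079. Another list was shifted downward by the same amount. Changed and shifted genes were drawn from those with an average above 1 CPM, so the shares recovered do not cover scarcer genes. Counts were simulated independently for each gene. The list result therefore does not apply to lists whose genes are correlated.

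Alternatives changed 1 choice at a time: edgeR's quasi-likelihood test, DESeq2 1.42.0, limma-trend on the deposited log2 values, median-of-ratios size factors, library totals, library sizes without the 20 genes with most counts, no filter, a mean of at least 20 counts, a mean of at least 20 TPM, quality weights, sex as a covariate, male libraries only, the replicate number as a block, libraries sharing a name number summed or treated as a random block, and each library left out in turn. The lists were also tested with camera, fry and GSEA weight 0, and their scores without standardizing and with name numbers averaged. A fit of the 3 female Glut1-KO libraries against the controls was added after seeing the data. Every pair among the 10 libraries (45 pairs) differed by far more than counting noise (lowest chi-square per degree of freedom 91.1), so none was another one sequenced again. The test covers counting noise alone, so libraries prepared separately from the same tumour are not excluded. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with pandas 2.3.3.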

Results

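To follow the transcriptional state of lung tumours that grow without Glut1, 10 RNA sequencing libraries were compared. They came from the CD45-negative fraction of dissociated tumours that arose from CC10-positive airway cells, 5 from KP control mice and 5 from KPG1 mice labelled Glut1-KO. Totals ran from 35.3 to 49.8 M counts per library (M, mega). Controls averaged 42.7 ± 4.0 M counts (SD, n = 5) and the libraries labelled Glut1-KO 40.9 ± 3.8 M counts (SD, n = 5). The 20 genes with most counts took between 7.14% and 13.66% of a library. Correlations of log2 CPM across genes ranged from 0.926 to 0.969 between libraries, with a median of 0.951 within groups and 0.944 between them, where genes are not independent replicates. The first 3 principal components carried 22.8%, 20.7% and 15.3% of the variance.

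The deleted gene was examined first. Slc2a1 (ENSMUSG00000028645) is a protein-coding gene on chromosome 4, from 119108711 to 119137983 on the plus strand (GRCm38). Its transcript stood at 94.8 ± 16.9 CPM in controls (SD, n = 5) and at 66.5 ± 30.1 CPM in the libraries labelled Glut1-KO (SD, n = 5). The log2 fold change was -0.62 (SE 0.29), which did not pass the threshold with limma (adjusted p 0.658). The exact permutation test gave a p of 0.0952. The libraries labelled Glut1-KO were not alike. Replicates 1, 2 and 3, all female, had 60.3, 42.5 and 34.6 CPM, below the control range of 73.2 to 118 CPM. Replicates 4 and 5, both male, had 92.4 and 103 CPM, inside that range. The level of the deleted gene thus did not separate these 2 libraries from the controls, and "labelled Glut1-KO" is used for the group throughout because every direction given rests on the labels. Counts per gene cannot tell a complete transcript from one that lacks the deleted exons. The 2 male libraries compared with the male controls gave an exact permutation p of 0.81 over 21 assignments. Among the alternatives, sex as a covariate and male libraries only moved the value most, each to a log2 fold change of 0.06. No control was female, so the design does not separate sex from deletion for the 3 low libraries.

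Sex labels were checked with sex-linked genes. The lincRNA Xist had 1760, 3150 and 3830 CPM in the female libraries (replicates 1 to 3 labelled Glut1-KO) and at most 1.68 CPM in any male library. It overlaps the antisense gene Tsix, and how the counting used strand was not stated. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at most 0.0243 CPM in the female libraries. The sex label of each of the 10 libraries matched these genes. Among the males, the 2 libraries labelled Glut1-KO had lower Y-linked levels than every control. Ddx3y stood at 58.4 and 35.6 CPM there, against 67.3 to 98.9 CPM in controls, and Uty at 32.9 and 21.1 CPM, against 42 to 52.2 CPM. The mean of the 4 genes gave an exact permutation p of 0.0476 over 21 assignments, the smallest p this design allows. As both libraries had been seen below every control in each gene, this test had little room to give a larger p and is not further evidence.

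**Figure D1:**
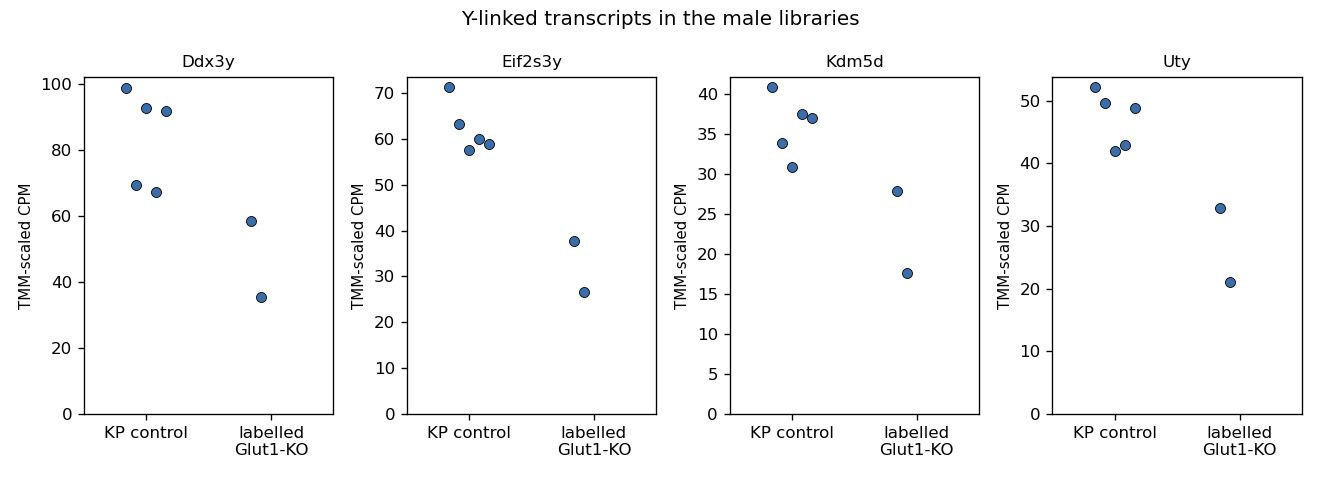
Levels of Ddx3y, Eif2s3y, Kdm5d and Uty in TMM-scaled CPM (vertical axis, from 0) in the 7 male libraries, 1 point per library, with 5 KP controls and 2 libraries labelled Glut1-KO. For each gene both Glut1-KO points lie below the control points, for example at 37.8 and 26.6 CPM for Eif2s3y, where the controls run from 57.6 to 71.2 CPM.

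The study asked whether another glucose transporter takes the place of Glut1. Slc2a3 (ENSMUSG00000003153, protein-coding, chromosome 6 from 122727809 to 122801640, minus strand), which encodes Glut3, stood at 190 ± 82.9 CPM in controls (SD, n = 5) and at 348 ± 205 CPM in the libraries labelled Glut1-KO (SD, n = 5). Its log2 fold change of 0.80 (SE 0.39) did not pass the threshold (limma, adjusted p 0.677), and the exact permutation p was 0.119. Only 2 of the 5 libraries labelled Glut1-KO exceeded every control, replicate 1 at 407 CPM and replicate 2 at 680 CPM. Without replicate 2 the log2 fold change was 0.52. Of 15 listed glucose transporters, 12 had enough counts to be tested and 0 passed the threshold, over all genes or adjusted over the list alone. The lowest p among them was that of the sodium-coupled transporter Slc5a1 (ENSMUSG00000011034, chromosome 5 from 33104219 to 33162870, plus strand), a gene singled out after its values were seen. It rose from 1.94 ± 0.947 to 5.78 ± 2.28 CPM (SD, n = 5 each), with a log2 fold change of 1.75 (SE 0.56) and a limma adjusted p of 0.482, and 4 of 5 libraries labelled Glut1-KO lay above every control. The other 9 tested transporters had log2 fold changes between -0.88 and 0.76, with limma adjusted p-values of 0.644 or more.

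**Figure D2:**
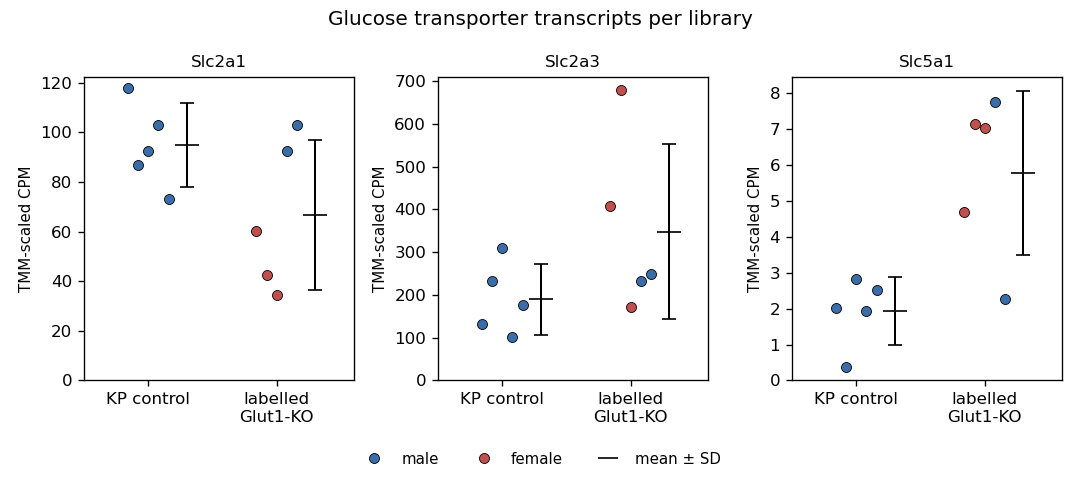
Levels of Slc2a1, Slc2a3 and Slc5a1 in TMM-scaled CPM (vertical axes, from 0) in 5 KP control libraries and 5 libraries labelled Glut1-KO, 1 point per library coloured by sex, with the mean and SD of each group beside the points. For Slc2a1 the 3 female points lie at 60.3 CPM or less and the 2 male points labelled Glut1-KO lie at 92.4 and 103 CPM, within the controls.

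Across the transcriptome, limma found 0 genes higher and 0 genes lower in the libraries labelled Glut1-KO among 15922 genes tested. The smallest adjusted p was 0.23. At an unadjusted p under 0.05 there were 1223 genes, 583 higher and 640 lower, where 796 are expected if no gene differs. In 293 genes (1.84%) the groups did not overlap, 125 higher and 168 lower, where chance gives 0.79%. The count moved most with the DESeq2 Wald test, which called 110 genes higher and 105 lower. Of these 215 genes, 122 had no overlap between the groups, and 201 had an unadjusted limma p under 0.05.

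The 3 autosomal genes with the smallest p in each direction all had a limma adjusted p of 0.23, so none passed, and for each the 5 libraries of one group lay beyond all 5 of the other. Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708, minus strand), the gene of CD45, stood at 2.76 ± 0.451 CPM in controls and 7.92 ± 2.19 CPM in the libraries labelled Glut1-KO (SD, n = 5 each), a log2 fold change of 1.47 (SE 0.25). Ear2 (ENSMUSG00000072596, chromosome 14 from 44102654 to 44103534, plus strand) rose by 2.13 on the log2 scale (SE 0.40) from 0.187 ± 0.0829 CPM (SD, n = 5). Gm1966 (ENSMUSG00000073902, an unprocessed pseudogene on chromosome 7 from 106596743 to 106604035, minus strand) rose by 2.30 (SE 0.43) from 0.139 ± 0.0414 CPM (SD, n = 5). Controls held only 3 to 14 counts of Ear2 and 4 to 7 counts of Gm1966. Ear2 belongs to a family of similar genes and Gm1966 is a pseudogene, so their counts are uncertain where reads could be shared with related copies. Klf2 (ENSMUSG00000055148, chromosome 8 from 72319033 to 72321656, plus strand) fell from 51.3 ± 6.93 to 25.4 ± 4.76 CPM (SD, n = 5 each), a log2 fold change of -1.02 (SE 0.15). Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889, minus strand) fell from 7.77 ± 2.15 to 2.12 ± 0.681 CPM (SD, n = 5 each), a log2 fold change of -1.86 (SE 0.29). Dusp10 (ENSMUSG00000039384, chromosome 1 from 184013302 to 184075636, plus strand) fell from 27 ± 3.33 to 11.2 ± 3.45 CPM (SD, n = 5 each), a log2 fold change of -1.33 (SE 0.21). DESeq2 placed all 6 past the threshold.

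The study singled out bile acid metabolism as a pathway raised in KPG1 tumours. The hand-written list had 95 tested genes, of which 61 were higher and 34 lower in the libraries labelled Glut1-KO, with a median log2 fold change of 0.08. GSEA gave a normalized enrichment score (NES) of 1.9 (adjusted p 8.53e-05 over 6 lists, gene permutations). The score per library was -0.13 ± 0.14 in controls and 0.13 ± 0.08 in the libraries labelled Glut1-KO (SD, n = 5 each), with an exact permutation p of 0.0159 and an adjusted p of 0.0317. The exact test moved most when scores were not standardized, to a p of 0.397, and its adjusted p was 0.0635 in the fits without control replicate 1 or without Glut1-KO replicate 1, 2, 3 or 5. The count of list genes past the threshold was 0, over all genes and adjusted over the list alone. The genes with the smallest p were Gstk1 (log2 fold change 0.69, SE 0.18), Bmp6 (-1.04, SE 0.28) and Lonp2 (0.33, SE 0.10). All 21 bile acid genes that the study displayed were higher (median log2 fold change 0.32), with an NES of 2.39 and an exact permutation p of 0.00794, the smallest p possible. The study chose those genes on these and other libraries, so this is not independent evidence.

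Targets of PPARα, a nuclear receptor that activates fatty acid oxidation, were tested for the same reason. Of 93 tested genes 66 were higher and 27 lower, with a median log2 fold change of 0.15. The NES was 1.95 (adjusted p 6.39e-05, the smallest that the gene permutations give over these lists). The score was -0.19 ± 0.16 in controls and 0.19 ± 0.15 in the libraries labelled Glut1-KO (SD, n = 5 each), with an exact permutation p of 0.00794 and an adjusted p of 0.0238. All 5 libraries labelled Glut1-KO lay above all 5 controls. Among the genes with the smallest p were Nfkbia (log2 fold change -0.62, SE 0.13) and Dbi (0.47, SE 0.12). Peroxisome genes, of which 44 were higher and 20 lower among 64, gave an NES of 1.84 (adjusted p 0.00082, gene permutations). Their score was -0.18 ± 0.08 in controls and 0.18 ± 0.08 in the libraries labelled Glut1-KO (SD, n = 5 each), with no overlap, an exact permutation p of 0.00794 and an adjusted p of 0.0238. These 3 lists are not independent. Bile acid metabolism shared 35 tested genes with the peroxisome list and 17 with the PPARα list, and the latter 2 shared 18.

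Oxidative phosphorylation, glycolysis and lamellar body genes passed under gene permutations and not under permutations of libraries. Oxidative phosphorylation (59 genes higher and 18 lower of 77, median log2 fold change 0.12) had an NES of 2.33 (adjusted p 6.39e-05, gene permutations) and an exact permutation p of 0.159. Its score was -0.24 ± 0.26 in controls and 0.24 ± 0.62 in the libraries labelled Glut1-KO (SD, n = 5 each). The genes with the smallest p were Ndufb5, Ndufb3 and Ndufa5, with log2 fold changes of 0.33, 0.36 and 0.35. Glycolysis (17 genes higher and 5 lower of 22, median 0.18) had an NES of 1.70 (adjusted p 0.0092, gene permutations) and an exact permutation p of 0.254. Its genes with the smallest p were Pfkp, Eno2 and Pdk1, with log2 fold changes of 0.50, 0.69 and 0.33. In both lists the 2 male libraries labelled Glut1-KO were the highest of all, at 0.82 each for oxidative phosphorylation and 0.86 and 0.99 for glycolysis. Without replicate 5 labelled Glut1-KO the glycolysis NES fell to 1.15 (adjusted p 0.265, gene permutations). The female libraries labelled Glut1-KO alone gave an NES of 0.96 for oxidative phosphorylation and of -1.04 for glycolysis. The lamellar body list held surfactant and lamellar body genes of alveolar type 2 cells, which store surfactant in that organelle. It is thus not a measure of the organelle alone. The list (23 higher and 4 lower of 27, median 0.22) had an NES of 1.84 (adjusted p 0.00261, gene permutations) and an exact permutation p of 0.151. Control replicate 2 had the lowest score, -1.17, and without it the NES was 1.12 (adjusted p 0.281, gene permutations). The genes of this list with the smallest p were Cebpa and Nkx2-1, with log2 fold changes of 0.31 and 0.35, and Pgc, with 1.70. Pgc stood at 8.3, 18.3 and 34.4 CPM in the female libraries, at 1.78 and 1.95 CPM in the male libraries labelled Glut1-KO and at 1.98 to 2.9 CPM in controls. In each of these 5 lists beyond bile acid metabolism, 0 genes passed the threshold, over all genes or adjusted over the list alone. Under camera with an estimated correlation, and under fry, the bile acid, PPARα and peroxisome lists passed and the oxidative phosphorylation, glycolysis and lamellar body lists did not, whereas with camera's preset correlation all 6 passed.

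**Figure D3:**
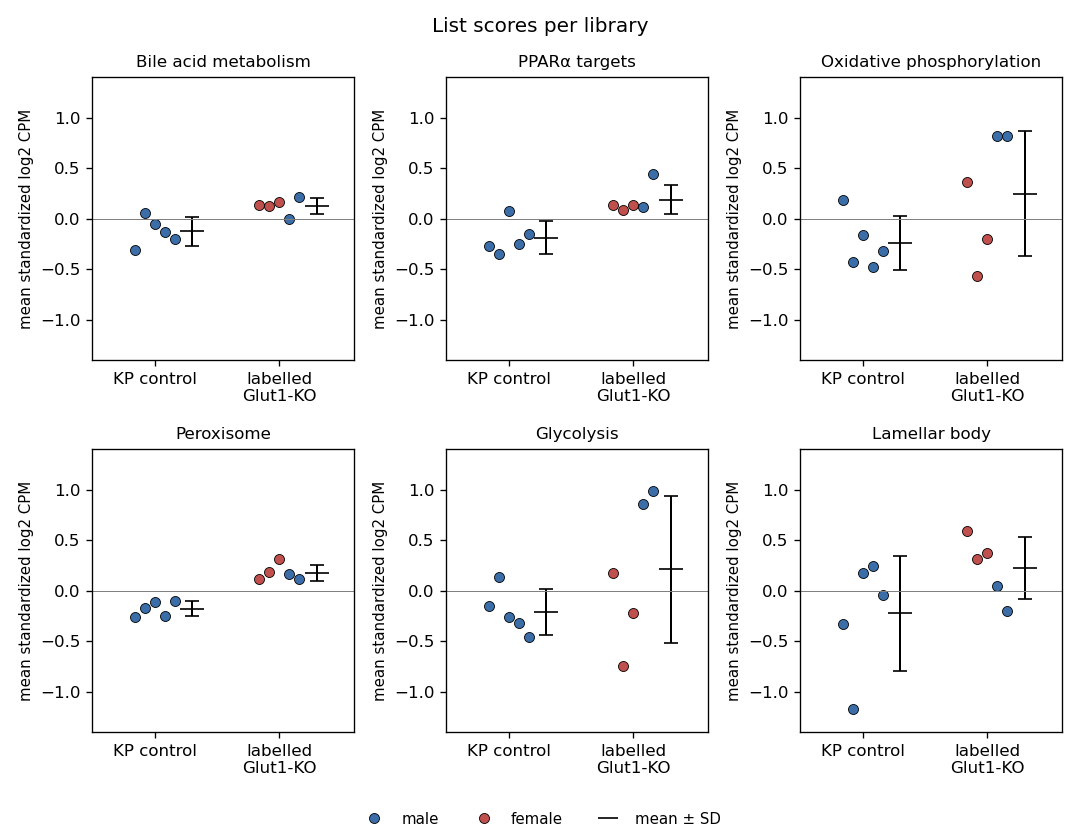
Score of each of the 6 lists per library (vertical axis, mean standardized log2 CPM), with 5 KP controls and 5 libraries labelled Glut1-KO, 1 point per library coloured by sex, and the mean and SD of each group beside the points. The groups do not overlap for the PPARα and peroxisome lists, and the 2 male libraries labelled Glut1-KO lie highest for oxidative phosphorylation (0.82 each) and glycolysis (0.86 and 0.99).

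The cell composition of the fraction was compared with 10 lists of markers and cell states, and 0 of them passed after Benjamini-Hochberg adjustment of the exact permutation tests (lowest adjusted p 0.0794). Before adjustment, immune cell markers were higher in the libraries labelled Glut1-KO (9 of 12 genes, median log2 fold change 0.56, exact permutation p 0.00794, 6 genes adjusted over the list alone). Pan-leukocyte genes were higher too (20 of 20 by log2 fold change, median 0.67, exact permutation p 0.0238, 7 genes adjusted over that list). Genes of dissociation stress were lower (15 of 16, median -0.35, exact permutation p 0.0159, 3 genes adjusted over the list alone). Ciliated cell markers were lower in 10 of 10 genes (median -1.16) and endothelial markers higher in 12 of 12 (median 0.58), with exact permutation p-values of 0.206 and 0.159. Club cell, AT1, fibroblast, erythroid and proliferation genes had medians of -0.45, 0.11, -0.21, -0.55 and -0.16, with exact permutation p-values between 0.492 and 0.81. Over all genes tested, 0 genes of any of these lists passed the threshold with limma when the group was the only term. With sex as a covariate, limma called Dusp1 of the stress list, a gene named after its values were seen.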

Values the study reported

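By real-time PCR the study found no significant difference in Slc2a3 between KP and KPG1 tumours. For its sequencing data, the study left out genes with an average below 20 TPM.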

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

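Single libraries were compared with the other 4 of their group by the gap to the nearest library as a share of the group's range, with a limit of 0.71 for groups of 5. Among 100 groups of values 9 exceeded it, where chance gives about 5, so several of these may be chance. The tests of depth and scaling below were chosen after these results were seen, except the thinning of control replicate 2, which was fixed before its outcome was seen.

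Control replicate 2 stood apart in 4 values. It had 49.8 M counts (M, mega), where the other controls had 40.1 to 41.4 M. Its proliferation score was 2.08, against -0.722 to 0.0308 in the others, its club cell score was -0.84, against 0.184 to 0.52, and Pdk1 stood at 126 CPM, against 73.4 to 76.2 CPM. Its greater depth argues little for a cause. With its counts thinned to 40.9 M counts, the mean of the other controls, the proliferation score was 2.07, against at most 0.03 in the others. A smaller share of non-tumour cells in this library stays open: the scores of endothelial, ciliated and AT1 cells were the lowest of the controls there (3 of 5 marker lists), and those of fibroblasts and leukocytes were not, which decides nothing in 1 library. A faster cycling tumour is a further hypothesis that was not tested. This library also carried the lowest lamellar body score.

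The other 5 outlying values lay in 4 libraries. Eno2 stood at 1.49 CPM in control replicate 5, where the other controls had 0.582 to 0.815 CPM. The erythroid score was 2.18 in control replicate 3, where the other controls had -0.578 to 0.211. In replicate 5 labelled Glut1-KO, Pdk1 stood at 134 CPM, against 89.9 to 103 CPM in the rest of its group, and the PPARα score was 0.444, against 0.0879 to 0.142. Trp53, named outside the rule, stood at 18.1 CPM in replicate 4 labelled Glut1-KO, against 5.39 to 8.79 CPM in the rest of its group.

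Of the 8 outlying values other than the total, 6 stayed past the limit after all libraries were thinned to 35.3 M counts, which argues against depth as their cause. The remaining 2, Pdk1 and Trp53 in the libraries labelled Glut1-KO, fell just under it (ratios of 0.7 and 0.705), and for them depth cannot be told apart from other causes with 5 values. With library totals in place of TMM, 4 of the 8 stayed past the limit: Eno2, Pdk1 in control replicate 2, and the proliferation and erythroid scores. Pdk1 and Trp53 in the libraries labelled Glut1-KO and the club cell score lay just under it (ratios of 0.672, 0.701 and 0.693), and the PPARα score was no longer the one farthest from its group, so an effect of scaling cannot be told apart from chance for these 4. Residual red blood cells are a candidate source in control replicate 3 that was not tested further. No biological explanation was tested for these 5 values.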

How the results depend on the processing

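Slc2a3 kept its direction and stayed short of the threshold in every refit (log2 fold change 0.45 to 1.1). Under preranked GSEA the bile acid, PPARα and peroxisome lists kept their direction and passed in every refit, and oxidative phosphorylation in every refit fixed before the data were seen. Sex as a covariate and male libraries only each turned the Slc2a1 log2 fold change to 0.06, against -0.62 with all libraries, and that of Pgc to -0.28, because both fits compare males with males and only the female libraries had low Slc2a1 and high Pgc. In the fit of the female libraries against the controls the Slc2a1 log2 fold change was -1.07 (limma, adjusted p 0.144). The exact permutation test gave a p of 0.0179 over 56 assignments. As the female libraries had been seen below every control, this test had little room to give a larger p and is not further evidence.

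DESeq2 called 110 genes higher and 105 lower, against 0 and 0 with limma (583 and 640 at an unadjusted p under 0.05); the cause was not tested. Sex as a covariate called 1 gene higher and 2 lower, male libraries only 1 higher, and libraries with a shared name number summed 1 lower; the cause was not tested. The fit of the female libraries labelled Glut1-KO against the controls, added after seeing the data, called 2 higher and 5 lower, of which 5 were Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. It gave an NES of 0.96 for oxidative phosphorylation, no longer past the threshold, and of -1.04 for glycolysis, the opposite direction, because the 2 libraries with the highest scores are absent from it.

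The lamellar body list lost its call with quality weights (NES 1.35), where the cause was not tested. It also lost it with sex as a covariate (1.18) and male libraries only (1.29). Both of these fits compare males with males, and the male Glut1-KO scores (0.05 and -0.2) lay within the controls. The female Glut1-KO scores (0.31 to 0.59) lay above every control (highest 0.24). The fit of the female libraries against the controls gave an NES of 1.99 (adjusted p 0.000796, gene permutations). Camera with an estimated correlation gave p-values of 0.193, 0.258 and 0.176 for oxidative phosphorylation, glycolysis and lamellar body, and fry gave 0.153, 0.285 and 0.17. Camera's estimated correlations between genes of 0.223, 0.247 and 0.173 in these 3 lists, against at most 0.0138 in the others, account for the loss under camera. The exact permutation p rose to 0.0667 for the bile acid, PPARα and peroxisome lists when libraries sharing a name number were averaged, the smallest p that 15 assignments of 6 units allow, so this says nothing about stability. Without standardizing, where variable genes weigh more, it was 0.397, 0.0317 and 0.0159, none past the threshold after adjustment.

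Across the 10 fits that each left out 1 library, the Slc2a1 log2 fold change ran from -0.81 to -0.42, that of Slc2a3 from 0.52 to 1.01, the genes called higher from 0 to 0 and the genes called lower from 0 to 1 (Cyr61, without control replicate 3, named after its values were seen). The NES ran from 1.63 to 2.08 for bile acid metabolism, 1.88 to 2.21 for PPARα targets, 1.7 to 2.72 for oxidative phosphorylation, 1.85 to 2.02 for peroxisome, 1.15 to 2.17 for glycolysis and 1.12 to 2.04 for lamellar body. Glycolysis lost its call without replicate 5 labelled Glut1-KO (1.15) and lamellar body without control replicate 2 (1.12). The exact permutation p ran from 0.00794 to 0.0317 for bile acid metabolism and 0.00794 to 0.0159 for PPARα targets. It ran from 0.0476 to 0.333 for oxidative phosphorylation, 0.0635 to 0.595 for glycolysis and 0.0794 to 0.5 for lamellar body. For peroxisome it stayed at 0.00794, the smallest p that these fits allow, which says nothing about stability. The adjusted exact permutation p of the peroxisome list ran from 0.0159 to 0.0476. After adjustment, the bile acid list lost its call (adjusted p 0.0635) in the 5 fits without control replicate 1 or Glut1-KO replicate 1, 2, 3 or 5.

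The groups share replicate numbers. Deviations of same-numbered libraries from their group means correlated between -0.132 and 0.197 across genes, with 1 of 5 pairs over 0.1, so the numbers do not pair the libraries. With the replicate block the Slc2a1 log2 fold change was -0.61 and that of Slc2a3 0.8, 0 genes were called in each direction (1156 at an unadjusted p under 0.05), and the NES of the 6 lists was 1.84, 1.99, 2.29, 1.87, 1.58 and 2.02 in the order above, all past the threshold.

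Of 715 values of 28 other named genes under these alternatives, 693 kept their direction and side of the threshold, 20 moved past the threshold in the same direction (15 of them with DESeq2 and 5 with the female libraries) and 2 reversed, both Pgc. Low counts limit Ear2 and Gm1966, with at most 14 and 7 counts in any control.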

Other observations

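The male-only tests, the marker lists compared between male and female libraries, the Xist level and the sharing of name numbers were chosen after the patterns were seen, and the other tests before their outcome was seen.

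Ptprc encodes CD45, the protein on which immune cells were removed, and it was the gene with the smallest p among those higher in the libraries labelled Glut1-KO. Whether sex of the animals is the whole cause stays open. Of 3 tests in the male libraries alone, that of Ptprc itself decides nothing. A gene already seen to have no overlap between the groups had little room to give a larger p. The other 11 genes of the immune list were fixed before the data were examined. They were chosen for this test after the list was seen to have no overlap over all libraries. Their score placed both Glut1-KO libraries above all 5 controls (exact permutation p 0.0476, the smallest that 21 assignments allow). Leaving out Ptprc alone gave that result little room to differ, so this test decides little. The pan-leukocyte score differed in the same direction (0.71) with an exact permutation p of 0.143, so a part played by sex stays open. Residual CD45-positive cells remain a candidate explanation. Over all 10 libraries the pan-leukocyte list, which has 0 genes in the immune list, was higher in 20 of 20 genes by log2 fold change. The exact permutation p of its score was 0.0238 (adjusted p 0.0794 over 10 lists). By mean CPM its member Cd53 was lower, at 8.8 ± 9.92 in controls and 8.18 ± 4.2 in the libraries labelled Glut1-KO (SD, n = 5 each). The rise was uneven and did not simply follow abundance. Lcp1 stood at 325 ± 58.4 and 407 ± 95.7 CPM (SD, n = 5 each) and Ptpn6 at 37.7 ± 6.69 and 41.9 ± 6.9 CPM, at levels the epithelial fraction may supply. Their log2 fold changes were 0.31 and 0.15, and those of the scarcer Cytip and Hcls1 were 0.13 and 0.17. Other scarce members rose further, such as Cybb from 1.94 ± 0.302 to 4.61 ± 1.58 CPM and Itgb2 from 1.59 ± 0.524 to 3.74 ± 1.07 CPM. In the immune list Csf1r, Laptm5, Itgax, Tyrobp and Coro1a rose with Ptprc and passed when adjusted over the list alone, whereas Mrc1, S100a8 and Cd79a did not rise (log2 fold changes -0.26, -0.55 and -0.61). Whether the genotype changes leukocyte numbers in the tumours, or depletion was less complete in these libraries, was not tested.

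Genes of dissociation stress were lower in the libraries labelled Glut1-KO. Atf3, Jun and Ier3 passed when adjusted over the list alone, with log2 fold changes of -0.94, -0.74 and -0.80. Sex argues little for the pattern in the 2 male libraries labelled Glut1-KO. Their scores of -0.86 and -1 lay below all 5 male controls (-0.11 to 0.88). Among the males alone the score difference was -1.3 (exact permutation p 0.0476, the smallest that 21 assignments allow). That test was chosen after the pattern was seen, and both libraries share a name number, so its p adds little. The 3 female libraries lay at -0.24 to -0.1, next to the lowest control, and for them sex is not separated from genotype. A trend with transcript length or GC content was too small to account for it. Over 15761 genes the fitted trend ran from -0.33 to 0.13 and gave the list a mean statistic of -0.05, where -2.11 was observed. Removing it moved 0 genes by over 0.5, so the NES of -2.24 after removal (p 2.01e-05, the smallest that the gene permutations give) says nothing about stability. With sex as a covariate, limma called Dusp1 of this list over all genes, a gene named after its values were seen. Handling that differed between the mice of the 2 groups, such as time to dissociation, cannot be told apart from genotype, because 0 name numbers were shared between the groups and no label gives a day. Klf2, Cxcl10, Dusp10 and Nfkbia are not in this list, and whether they belong to the same response was not tested.

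In the 2 male libraries labelled Glut1-KO the 4 Y-linked genes lay below the male controls by a median of -0.85 on the log2 scale, which amounts to 44.4% of the counts missing. Female cells mixed in would bring about 1290 CPM of Xist at that share, given the mean of 2910 CPM in female libraries, and the higher of the 2 had 1.29 CPM. Scaling of these libraries argues little for the pattern. Among 10000 random lists of 4 autosomal genes of matched expression, 0.01% fell as far. Loss of the Y chromosome in part of the tumour cells may be considered as a hypothesis, and so may a different mix of cells that transcribe these genes less; neither was tested. Both libraries share a name number, so they may represent a single animal.

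Slc2a1 at the control level in the male libraries labelled Glut1-KO was followed up with several tests. AT1 cells in the fraction are argued against, because both males lay below every female Glut1-KO library in their score (difference of means -1.08). Leukocytes in the fraction cannot be told apart from other causes, because both males lay below every female in 1 of 2 leukocyte lists, the pan-leukocyte list, and overlapped them in the immune list. Endothelial cells, fibroblasts or ciliated cells in the fraction cannot be told apart from other causes, because in these 3 lists the male and female libraries overlapped. The erythroid list went the other way: 2 of 2 males (scores 0.94 and 0.23) lay above every female (-0.91 to -0.69), so red blood cells in the fraction cannot be told apart from other causes with 2 male libraries. Cells without Cre recombination cannot be told apart from other causes. Trp53, floxed too, was above every female Glut1-KO library in 1 of the 2 males (18.1 CPM in replicate 4, 7 CPM in replicate 5, 5.39 to 8.79 CPM in the females), while the controls had 5.44 to 8.18 CPM. A mislabelled sample cannot be told apart from an effect of sex. Over the 100 autosomal genes that best separated the controls from the 3 female Glut1-KO libraries, with controls at 0 and those females at 1, the males lay at 0.24 and 0.27, and controls held out in turn lay at 0.07 to 0.29. Female controls would be needed to separate these. The oxidative phosphorylation and glycolysis scores, highest in these same 2 libraries, and the low Y-linked levels set them apart from the controls. Their PPARα scores (0.12 and 0.44, controls at most 0.08) and peroxisome scores (0.16 and 0.12, controls at most -0.1) also lay above every control. Their lamellar body scores (0.05 and -0.2) and the bile acid score of replicate 4 (0) lay within the controls.

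Of the 126 ways to split the 10 libraries into 5 and 5, 100 were drawn, the actual one included. As many genes at an unadjusted p under 0.05 appeared in 19 of the 100 splits, so the 1223 genes do not exceed what other groupings give. The median over the splits was 646.5 genes and the highest 3135. Of the 17 splits with the 3 female libraries on one side, the actual one included, 7 gave as many. Of the 3 splits that kept libraries with a shared name number together, 1 gave as many, the actual one. At least 1 gene passed the adjusted threshold in 5 of the 100 splits, with at most 28 genes. An enrichment score as large was found in 2 of the 100 splits for bile acid metabolism, 1 for peroxisome, 7 for PPARα targets, 22 for oxidative phosphorylation, 25 for lamellar body and 35 for glycolysis. By enrichment score, at an unadjusted threshold of 0.05, the bile acid and peroxisome lists stood out from other groupings of these libraries. The other 4 did not. Benjamini-Hochberg adjustment over the 6 lists would leave neither of the 2 past that threshold. Only 3 of the 100 splits kept libraries with a shared name number together, so these counts also treat the libraries as independent. By the score per library the PPARα list stood out as well (exact permutation p 0.00794, the smallest possible).

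The bile acid list was also tested against a trend with transcript length and GC content, which may raise or lower a list without any change in regulation. The fitted trend, at most 0.13 for any gene, gave its genes a mean statistic of -0.04, where 0.51 was observed, so it was too small to account for the rise. The NES of 1.91 after its removal (gene permutation p 5.96e-05) says nothing about stability, since the removal moved 0 genes by over 0.5. Length and GC content were known for all 95 tested genes. Regulation by genotype remains a hypothesis for this list, since mice, sex and possible differences in handling were not balanced between the groups.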
